A study of Saccharomyces cerevisiae with 15 samples.

How the data were processed

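RNA-seq and ribosome profiling (sequencing of the mRNA fragments protected by ribosomes) had been run on budding yeast of the Mother Enrichment Program strain UCC8773, a strain in which estradiol stops daughter cells from dividing further. Wild type was set beside a strain lacking the gene TIS11, also called CTH2, which encodes an RNA-binding protein. Young cells were taken after 2 h and old mother cells after 30 h. The 15 libraries fall into 8 groups of strain, age and assay. Each group had 2 libraries, except RNA-seq of old deletion cells, which had 1.

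Per the labels, cells were labelled with biotin and old mothers were isolated on magnetic beads. Lysates were made with cycloheximide, footprints were made with RNase I from the monosome fraction, and poly(A) mRNA was fragmented by alkaline hydrolysis. Both assays started from aliquots of the same lysate. Per the file headers, the authors gave a raw count and a length for each gene in every library, with no normalisation, and the values were whole numbers with a different total in each library. The aligner, the counting program, the genome build and the use of strand were not stated, so reads of overlapping or antisense genes and of near-identical gene copies cannot be assigned with certainty. Every library listed the same 7127 gene identifiers in the same order. Of these, 6047 matched the R64 reference annotation and 1080 were not matched. Among 6008 matched protein-coding genes, 99.1% had the length of the R64 coding sequence. Coordinates and gene positions were taken from R64. BLAST+ 2.17.0 marked 416 genes with a near-identical copy elsewhere in the genome (identity of at least 90% over at least 50% of the length).

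Total counts ranged from 1629345 to 6198680 per library. The smallest abundance that 3 counts can show was 0.484 to 1.84 CPM (counts scaled to the size of the library). These floors cover counting error only, because reads without molecular identifiers are not independent molecules. No pair of libraries of a group differed by as little as duplicate files would, in genes with at least 20 counts. CPM values given per group are means with the standard deviation of 2 libraries, scaled by the trimmed mean of M values (TMM).

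Tests used edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr by group, a robust quasi-likelihood fit and 1 mean per group. The RNA-seq fit held 7 libraries and 5991 genes, the ribosome profiling fit 8 libraries and 5308 genes, and the fit for translational efficiency all 15 libraries and 6050 genes. Translational efficiency is the footprint level relative to the mRNA level, tested as the interaction of assay with age or strain. In all, 9 comparisons were tested, and 4 that rest on the single old deletion RNA-seq library were only described, with no p-value. P-values were adjusted by the Benjamini-Hochberg method within a comparison, and a gene was called at an adjusted p under 0.05. The biological coefficient of variation was 22.7% in the RNA-seq fit, 21.5% in the ribosome profiling fit and 22.1% in the combined fit. Because no group had 3 libraries, no regrouping of samples was tested. Every log2 fold change is old against young or deletion against wild type. Its SE was derived from the edgeR test, as the absolute log2 fold change divided by the square root of the F statistic. Such SEs are approximate, above all for genes with few counts.

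A total of 13 gene sets were tested in 9 comparisons with camera from limma 3.58.1 (inter-gene correlation 0.01), and the 117 p-values were adjusted together. The sets, the comparisons, the tests, the naming rule and the first group of alternatives were fixed before the data were examined, and the gene lists were written from general knowledge. One set is defined by sequence: 639 genes had an AU-rich motif, of the kind bound by Cth2, within 300 nt downstream of the stop codon on the coding strand, and 638 of them were in the set (TIS11 itself was left out). The size of a set difference is the median log2 fold change of its genes minus the median of all genes. Comparisons with the single library were set against 10000 random lists matched on mean expression in 20 bins. Log2 CPM used a prior count of 2.

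Genes were named by a rule. It covers TIS11 and 11 other genes (CTH1, SDH1, SDH2, SDH3, SDH4, ACO1, CCP1, HEM15, RLI1, WTM1 and CYC1). It adds, per tested comparison, up to 3 called genes with the highest and up to 3 with the lowest log2 fold change, at a mean of at least 10 CPM and with no overlap between the groups. Genes named outside the rule are said to have been chosen after their values were seen.

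The labels number the libraries of each group 1 and 2, and they do not say whether number 1 of one group was handled with number 1 of another. Replicate number was therefore tried as a block, and the pairing was checked by correlating, across genes, the difference between replicates 1 and 2 in one group with that in another. That correlation was negative between the strains in young cells, so an alternative block was added after the data were seen. It is called the crossed replicate block here, and it joins young wild-type library 1 with young deletion library 2 and the reverse, with no block among old libraries. For translational efficiency the block by number is the lysate shared by both assays.

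The other alternatives fixed in advance were DESeq2 size factors, library totals without TMM, a DESeq2 1.42.0 Wald test, no filter, a mean count of at least 50, a fit to the compared groups alone, and leaving out each library in turn. Alternatives chosen after the data were seen were the crossed block, limma voom with a weight per age, and offsets for gene length and GC content (smooth span 0.3), alone or with the crossed block. Genes with no GC value in R64 were left out of the fits with a GC offset.

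The procedure was tested on simulated counts with 200 changed genes, at the depth and group sizes of the data. The changed genes had a mean count of at least 50 and an absolute log2 fold change of at least 1, so smaller changes are not covered. With an even spread between replicates, edgeR recovered 80.5% of changed genes for wild-type age in RNA-seq, 79.0% for strain in young ribosome profiling, 73.5% for strain in old ribosome profiling, 32.0% for the interaction and 45.5% for translational efficiency. In another simulation a difference between young cultures crossed over replicate numbers was added, and the remaining spread between replicates was set lower. These shares were then 10.5%, 56.0%, 55.5%, 0.0% and 25.5% without a block, and 100.0%, 99.5%, 98.0%, 96.0% and 96.0% with the crossed block. Because of the lower spread, shares with the crossed block cannot be compared with those of the even simulation. Between 2.45% and 5.42% of the calls made with the crossed block were false. These shares hold for a known pairing and do not cover its choice from the data. With a larger spread in young than in old libraries, 21.1% of the calls for strain in young ribosome profiling were false. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Sequence reads were not used here, so positions of footprints within genes, reading frame and strand were not analysed here.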

Results

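Messenger RNA and ribosome footprints were counted in young and old cells of wild-type yeast and of a strain lacking TIS11 (CTH2). The study asked whether loss of Cth2, a protein that binds AU-rich elements of mRNAs when iron is low, lengthens replicative lifespan through mitochondrial function. RNA-seq and ribosome profiling each covered young and old cells of both strains, with 2 libraries per group except for 1 RNA-seq library of old deletion cells. Young wild-type RNA-seq libraries held 3512510 and 4971687 counts, and old ones held 3974703 and 3116643. Young deletion RNA-seq libraries held 3800055 and 3439163 counts, and the old one held 2561398. In ribosome profiling, young wild-type libraries held 4031646 and 4009853 counts and old ones held 4356622 and 3887909. Young deletion footprint libraries held 3297736 and 6198680 counts, and old ones held 1629345 and 2693592. The 10 most abundant genes took 9.78% to 18.5% of the counts of a library.

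The deleted gene came first, because its level identifies the strain of each library. TIS11 (YLR136C, chromosome XII, 415801 to 416658, minus strand, protein-coding in R64) had 32 and 29 mRNA counts in young wild-type cells and 294 and 288 in old ones. Its footprint counts in wild type were 60 and 28 in young cells and 465 and 516 in old cells. Deletion libraries of young cells held 2 and 1 mRNA counts and 1 and 3 footprint counts, all at or under the floor of 3 counts. The old deletion RNA-seq library held 11 counts, and the old deletion footprint libraries held 2 and 17. In wild type the mean mRNA level was 8.23 ± 2.58 CPM (SD, n = 2) in young cells and 73.4 ± 7.59 CPM (SD, n = 2) in old cells. The mean footprint level was 12.4 ± 6.46 CPM (SD, n = 2) in young and 107 ± 14.4 CPM (SD, n = 2) in old wild-type cells. In the deletion strain the gene was at least 8.64-fold lower in young RNA-seq and at least 11.7-fold lower in young ribosome profiling. It was 33.4-fold lower in old ribosome profiling, at 3.19 CPM, and 20.9-fold lower in the single old RNA-seq library, at 3.52 CPM.

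**Figure D1:**
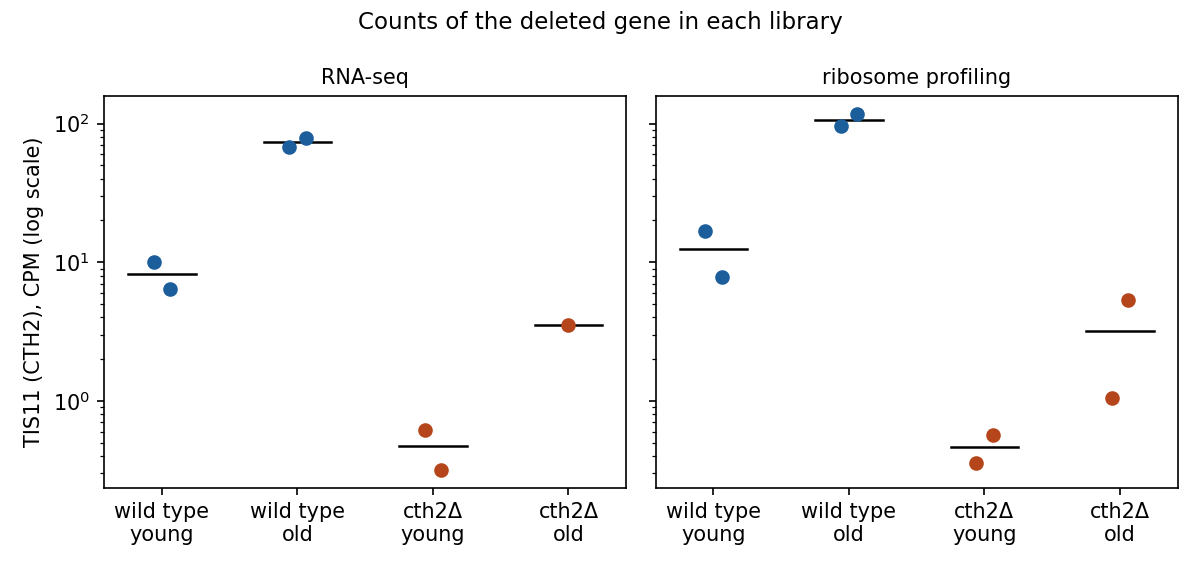
Abundance of TIS11 mRNA and footprints in each of the 15 libraries, in CPM on a log scale, by strain, age and assay. Every deletion library lies under every wild-type library of the same age and assay, and the old wild-type groups average 73.4 CPM (mRNA) and 107 CPM (footprints).

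The difference between strains in TIS11 was not called in any of the 3 replicated strain comparisons by edgeR without a block, although it was larger than the spread between replicates. The log2 fold change was −4.01 (SE 0.51, adjusted p 0.715) in young RNA-seq, −4.56 (SE 0.76, adjusted p 1.0) in young ribosome profiling and −4.88 (SE 0.54, adjusted p 0.127) in old ribosome profiling. The adjusted p-values in edgeR with replicate number as a block were 1.0, 1.0 and 0.796, where the same-number correlations of replicate differences between strains were −0.749, −0.877 and 0.00223. A crossed replicate block, chosen after the data were seen, gave −4.02 in edgeR (adjusted p 0.00268), −4.70 (adjusted p 3.19e-06) and −4.83 (adjusted p 8.88e-14). Across the alternatives the adjusted p ranged from 0.000861 to 1.0, from 3.19e-06 to 1.0 and from 7.87e-14 to 0.796, in that order. TIS11 rose with age in wild type by a log2 fold change of 3.17 (SE 0.29, adjusted p 0.0110) in RNA-seq and 3.11 (SE 0.45, adjusted p 0.0202) in ribosome profiling in edgeR. Adding replicate number as a block raised these adjusted p-values to 0.100 and 0.0852, at young-old correlations of −0.00309 and −0.182.

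The libraries of young cells differed from each other more than those of old cells. The SD across genes of the log2 difference between replicates 1 and 2 was 0.57 for wild type and 0.60 for the deletion strain in young RNA-seq, against 0.22 in old wild-type RNA-seq. In ribosome profiling it was 0.61 and 0.65 in young cells and 0.22 and 0.26 in old cells, wild type first. Across 4335 genes, the replicate difference of young wild-type footprints correlated with that of young deletion footprints at r = −0.877, and across 5158 genes the same comparison of mRNA gave r = −0.749. Genes are not independent replicates, so no p-value is attached. Library 1 of young wild type therefore resembled library 2 of the young deletion strain, and the reverse. Old wild-type and deletion footprints showed no such relation (r = 0.00223). Within a strain, RNA-seq and ribosome profiling of the same number, made from the same lysate, had r = 0.799 in young wild type, 0.836 in the young deletion strain and 0.232 in old wild type.

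**Figure D2:**
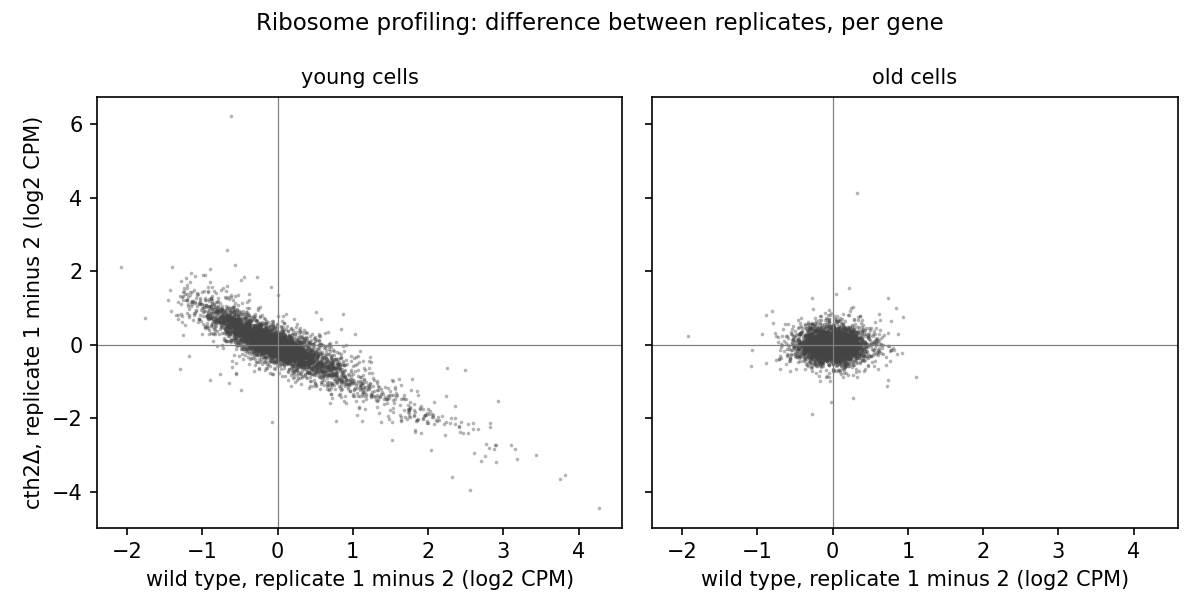
Replicate 1 minus replicate 2 in log2 CPM of footprints for each of 4335 genes, with the deletion strain on the vertical axis and wild type on the horizontal axis, in separate panels for young and old cells. Young cells give r = −0.877 and old cells r = 0.00223.

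Strain was first compared in young cells, which addresses what loss of Cth2 changes before ageing. RNA-seq gave 0 called genes of 5991 in edgeR, with 99 at an unadjusted p under 0.05. Replicate number as a block also gave 0, with 79 at an unadjusted p under 0.05, at a pairing check of r = −0.749. The alternative that moved this most was the crossed replicate block, with 23 called genes (7 higher and 16 lower in the deletion strain). Among them the largest increases by the naming rule were in DMO1 (YJR120W, log2 fold change 1.30), MTH1 (YDR277C, 1.12) and HXT4 (YHR092C, 0.81). TIS11 was also called (−4.02). Among genes with a mean of at least 10 CPM, the largest decreases were in RDT1 (YCL054W-A, −1.62) and in YGL102C (−1.59) and YPR044C (−1.45), both of which have no match in the R64 annotation used.

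Ribosome profiling of young cells gave 0 called genes of 5308 in edgeR, with 92 at an unadjusted p under 0.05. Under replicate number as a block it gave 0, with 64 at an unadjusted p under 0.05, at a pairing check of r = −0.877. Under the crossed replicate block, 51 genes were called (40 higher and 11 lower). Ranked by fold change as in the naming rule, these included ISF1 (YMR081C, 1.07), BAG7 (YOR134W, 0.94) and FIT3 (YOR383C, 0.82). Lower in the deletion strain were SIR2 (YDL042C, −1.50), FMP45 (YDL222C, −0.73) and PMP1 (YCR024C-A, −0.54). PMP1 has 1 near-identical copy. ISF1 ranged from −0.54 to 2.96 and FIT3 from 0.04 to 1.46 when single libraries were left out. The negative value means that the groups of ISF1 overlapped, so ISF1 did not meet the no-overlap condition of the naming rule. Across genes the strain difference in young RNA-seq and in young ribosome profiling correlated at r = 0.168. Translational efficiency of young cells gave 0 called genes of 6050 in edgeR, with 107 at an unadjusted p under 0.05. With the lysate as replicate block, where both assays of a lysate had r = 0.799 in wild type and 0.836 in the deletion strain, 4 genes were called, all higher in the deletion strain. They were FIT1, SPO24, YCR013C and YAL037C-B, named after their values were seen. No gene was called with the crossed replicate block (0 calls, with 368 at an unadjusted p under 0.05).

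Strain was then compared in old cells, the age at which TIS11 was abundant in wild type. Ribosome profiling gave 0 called genes of 5308 in edgeR, with 270 at an unadjusted p under 0.05. Using replicate number as a block gave 0, with 188 at an unadjusted p under 0.05, at a pairing check of r = 0.00223. The shared fit had a biological coefficient of variation of 21.5%. Taken alone, old wild-type and deletion footprints had 8.50% and 7.59%, and young ones 28.8% and 30.5%, from 2 libraries each. The shared spread was thus larger than that of the old libraries, so the 0 calls do not show that the strains were alike. Other fits gave more. A crossed replicate block gave 411 called genes (148 higher and 263 lower), and a fit to the old libraries alone gave 323 (111 higher and 212 lower), with 317 genes in both. Limma voom with a weight per age gave 71, all of them among the 411. Under the crossed replicate block, the naming rule gave YHK8 (YHR048W, chromosome VIII, 204607 to 206151, log2 fold change 2.20), PAU3 (YCR104W, 1.95) and HAC1 (YFL031W, 1.28) as higher in the deletion strain. It gave TIS11, TOS6 (YNL300W, chromosome XIV, 65744 to 66052, −2.02) and YDR222W (−1.89) as lower. PAU3 has 5 near-identical copies. The edgeR adjusted p of YHK8 was 0.359 without a block and ranged from 1.43e-07 to 0.958 over the alternatives, and that of TOS6 was 0.505 and ranged from 1.27e-12 to 1.0. The strain difference in old footprints correlated with that in young footprints at r = 0.101 across genes.

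The 11 genes listed beforehand, tied to iron use and respiration, were compared next between strains. In young RNA-seq they ran from −0.14 (RLI1) to 0.29 (ACO1), with SEs from 0.20 to 0.43. In young ribosome profiling they ran from −0.03 (SDH2) to 0.46 (CCP1), and in old ribosome profiling from −0.55 (CYC1) to 0.25 (CTH1). None of the 11 had an unadjusted p under 0.05 in these 3 comparisons in edgeR. CCP1 (YKR066C, chromosome XI, 566113 to 567198, minus strand) had 295 ± 97.0 CPM (SD, n = 2) of footprints in young wild type and 404 ± 156 CPM (SD, n = 2) in the young deletion strain, a difference within the spread. CYC1 (YJR048W, chromosome X, 526335 to 526664, plus strand) had 39.5 ± 11.6 CPM (SD, n = 2) of footprints in old wild type, and its difference in the old deletion strain had an edgeR adjusted p of 0.990. Over the 23 listed Cth2 target mRNAs, edgeR called 0 genes per strain comparison whether adjusted over the list or over all genes, with 0, 1 and 5 at an unadjusted p under 0.05 in young RNA-seq, young footprints and old footprints. Under the crossed replicate block, 6 were called over the list and 2 over all genes in young footprints, and 7 and 4 in old footprints. Those called over all genes, named after their values were seen, were GLT1 (log2 fold change 0.52) and CCP1 (0.44) in young footprints. In old footprints they were LEU1 (0.66), BIO2 (0.63), ILV3 (0.43) and GLT1 (0.38). Those called over the list alone, also named after their values were seen, were LEU1 (0.35), WTM1 (0.33), HEM15 (0.33) and ACO1 (0.33) in young footprints. In old footprints they were ISA1 (0.36), CYC1 (−0.54) and WTM1 (−0.26), so CYC1 and WTM1 were lower in the deletion strain. The same-number correlation between strains was −0.877 in young and 0.00223 in old footprints.

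As a group, the Cth2 target mRNAs were slightly higher in the young deletion strain. Of 13 gene sets in 9 comparisons (117 camera tests), 50 tests had an adjusted p under 0.05. The median log2 fold change of the 23 targets exceeded that of all genes by 0.17 in young RNA-seq (17 of 23 genes higher, camera adjusted p 0.0255) and by 0.10 in young ribosome profiling (17 of 23, camera adjusted p 0.00631). In old ribosome profiling the difference was 0.09 (13 of 23, camera adjusted p 0.106), which did not pass. Camera adjusted p-values with replicate number as a block were 0.0319, 0.00752 and 0.109, and with the crossed replicate block they were 0.000758, 0.000143 and 0.0736. The pairing check was r = −0.749, −0.877 and 0.00223. Over all alternatives they ranged from 0.000703 to 0.0450, from 3.89e-05 to 0.0111 and from 0.0392 to 0.109. Among the 14 pairs of a deletion and a wild-type library of the same age and assay, the set was higher in 12, between −0.19 and 0.49. These pairs share libraries, and both assays share lysates, so the pairs are not independent. The set of genes with an AU-rich motif downstream differed from all genes by 0.02 in each of these 3 comparisons (camera adjusted p 0.617, 0.718 and 0.299, and 0.602, 0.724 and 0.299 with replicate number as a block). Against random lists matched on mean expression these motif values were at percentiles 95.4, 98.5 and 99.5. A very small rise of this set is therefore not excluded.

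Respiratory chain genes showed no strain difference that passed without a block. The 41 nuclear genes for complexes II to V and related subunits differed from all genes by 0.02 in young RNA-seq (23 of 41 higher, camera adjusted p 0.621), 0.03 in young ribosome profiling (22 of 41, 0.810) and −0.05 in old ribosome profiling (15 of 41, 0.481). The camera adjusted p-values with replicate number as a block were 0.669, 0.762 and 0.468, at a pairing check of r = −0.749, −0.877 and 0.00223. Over all alternatives they ranged from 0.00841 to 0.823, from 0.0412 to 0.832 and from 0.345 to 0.689. The lowest values of the young comparisons came from the crossed replicate block with a gene length offset, at differences of 0.10 and 0.08. Library pairs of the same number gave −0.45 and 0.41 in young RNA-seq, and crossed pairs gave 0.02 and 0.04. Genes of the mitochondrial ribosome differed by −0.05 in young RNA-seq (camera adjusted p 0.348) and −0.04 in young footprints (0.327), and both differences rose above 0 under a gene length offset. They were higher by 0.16 in old footprints of the deletion strain (50 of 66 genes, camera adjusted p 0.000292, or 0.000226 with replicate number as a block). That last result kept an adjusted p between 2.86e-05 and 0.00312 over the alternatives.

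The iron regulon, the genes activated by Aft1 and Aft2 at low iron, was higher in the deletion strain in all 3 replicated strain comparisons of mRNA and footprints. Its difference from all genes was 0.23 in young RNA-seq (24 of 31 higher, camera adjusted p 0.000110), 0.22 in young ribosome profiling (23 of 30, 4.37e-06) and 0.30 in old ribosome profiling (26 of 30, 3.21e-06). With replicate number as a block the camera adjusted p-values were 0.000197, 4.33e-06 and 3.72e-06, at a pairing check of r = −0.749, −0.877 and 0.00223. With the crossed replicate block they were 7.94e-06, 2.09e-07 and 6.13e-07. The set was higher in all 14 library pairs, which are not independent, by 0.08 to 0.46. CTH1 is in both this set and the list of Cth2 targets. Other sets that differed in old footprints were ribosome biogenesis at 0.25 (108 of 111 higher, camera adjusted p 1.69e-05), chaperones at −0.40 (4 of 26 higher, 6.51e-05) and glycolysis at −0.20 (2 of 21 higher, 0.00828). Adjusted p-values of these sets with replicate number as a block were 2.22e-05, 6.13e-05 and 0.00677. With single libraries left out their differences ran from 0.15 to 0.35, −0.52 to −0.28 and −0.30 to −0.088. In young footprints cytosolic ribosomal protein genes differed by −0.17 (22 genes higher and the rest lower, camera adjusted p 5.75e-06, or 5.98e-06 with replicate number as a block). That difference ran from −0.50 to 0.14 when single libraries were left out, which also breaks up the culture pairs, and was −0.21 and −0.13 in the 2 crossed pairs of young libraries. In young RNA-seq glycolysis genes were higher by 0.17 (20 of 21, camera adjusted p 0.00436, or 0.00291 with replicate number as a block). With single libraries left out that value ran from 0.085 to 0.25. In translational efficiency of young cells, cytosolic ribosomal protein genes differed by −0.14 (camera adjusted p 0.0194, or 0.000138 with the lysate block), with a range of −0.47 to 0.16 when single libraries were left out.

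**Figure D3:**
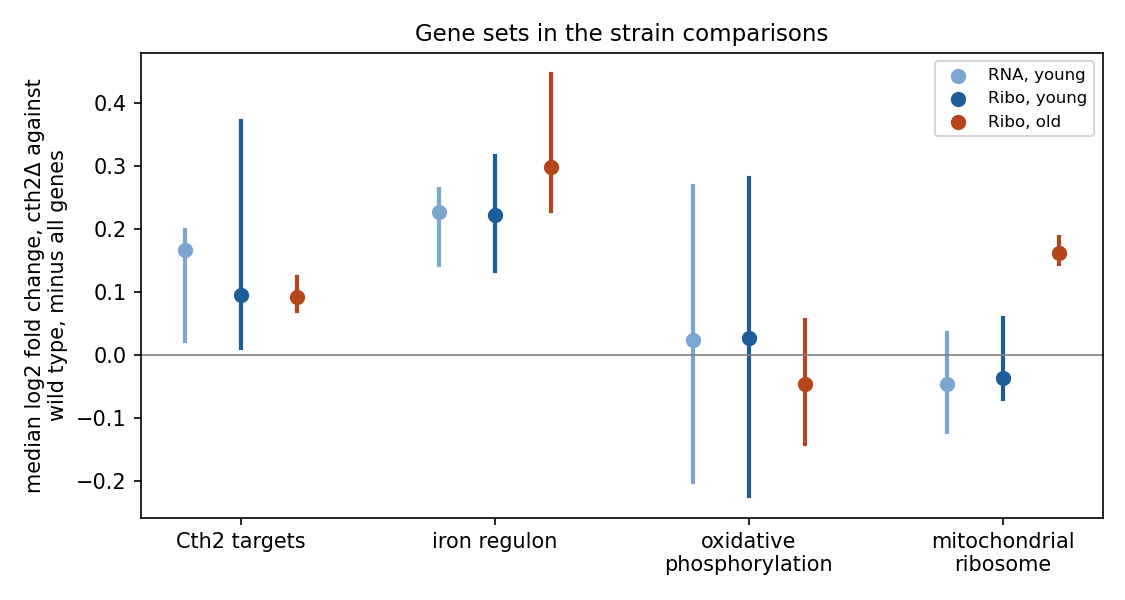
Median log2 fold change of 4 gene sets minus that of all genes, deletion against wild type, in each strain comparison, with dots for the value from all libraries and bars from the lowest to the highest value with 1 library left out. The iron regulon stays above 0 in each replicated comparison (0.14 to 0.26, 0.13 to 0.32 and 0.23 to 0.45), and respiratory chain genes span 0 in each (−0.20 to 0.27, −0.23 to 0.28 and −0.14 to 0.06).

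Age was compared in wild-type RNA-seq to give the mRNA changes of old mother cells. EdgeR called 57 genes of 5991 (52 higher and 5 lower in old cells), all with an absolute log2 fold change of at least 1, with 1194 at an unadjusted p under 0.05. With replicate number as a block it called 0, with 852 at an unadjusted p under 0.05, at a pairing check of r = −0.00309. The count moved most in fits with the crossed replicate block, which called 2119 genes alone (1094 higher and 1025 lower, the 57 among them) and 2137 with a gene length offset. Without TMM the median gene shifted by 0.31 and 212 genes were called (207 higher and 5 lower), so directions here are relative to the median gene. DAN1 (YJR150C, chromosome X, 708811 to 709707) reached 59.2 ± 6.68 CPM (SD, n = 2) in old cells, at least 62.8-fold higher (adjusted p 0.00596). PAU24 (YBR301W, chromosome II, 809057 to 809419), which has 12 near-identical copies, was at least 56.6-fold higher (adjusted p 0.0110). LSO1 (YJR005C-A, chromosome X, 448477 to 448758) was at least 48.2-fold higher (adjusted p 0.0126). YER053C-A (chromosome V, 260933 to 261046) fell from 68.6 ± 8.26 to 10.7 ± 1.09 CPM (SD, n = 2), a log2 fold change of −2.67 (SE 0.25, adjusted p 0.0110). YHB1 (YGR234W, chromosome VII, 959904 to 961103) changed by −2.65 (SE 0.41, adjusted p 0.0497) and SPL2 (YHR136C, chromosome VIII, 374654 to 375100) by −2.33 (SE 0.29, adjusted p 0.0202). With replicate number as a block none of these 6 passed, and YHB1 also failed under a mean count filter and under the offsets.

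The same age comparison in wild-type ribosome profiling called 158 genes of 5308 in edgeR (107 higher and 51 lower), with 1217 at an unadjusted p under 0.05, and 115 of the 158 had an absolute log2 fold change of at least 1. Replicate number as a block left 46 calls (39 higher and 7 lower), at a pairing check of r = −0.182. Under the crossed replicate block 2297 were called (1209 higher and 1088 lower), the 158 among them. Without TMM the median gene shifted by 0.34 and 691 genes were called (657 higher and 34 lower). DAN1 footprints reached 60.2 ± 9.28 CPM (SD, n = 2), at least 71.1-fold higher (adjusted p 0.00107). PAU5 (YFL020C, chromosome VI, 99231 to 99599) was at least 33.2-fold higher (adjusted p 0.00259) and LSO1 at least 32.4-fold higher (adjusted p 0.0103). Lower in old cells were PHO12 (YHR215W, chromosome VIII, 552099 to 553502, 1 near-identical copy) by a log2 fold change of −3.47 (SE 0.58, adjusted p 0.0339), PDR12 (YPL058C, chromosome XVI, 445842 to 450377) by −3.27 (SE 0.35, adjusted p 0.00695) and YHB1 by −3.17 (SE 0.27, adjusted p 0.00259). PHO12 did not pass with replicate number as a block. Of genes in both fits, 55 were called in RNA-seq, 155 in ribosome profiling and 42 in both, all 42 in the same direction. The fold changes of the assays correlated at r = 0.743 across genes.

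In the deletion strain, ribosome profiling called 914 genes with age in edgeR (486 higher and 428 lower), with 1933 at an unadjusted p under 0.05. Of the 914, 477 had an absolute log2 fold change of at least 1. Replicate number as a block gave 252 calls (116 of them lower), at a pairing check of r = −0.215. The crossed replicate block called 2811 (1417 higher and 1394 lower), with 912 of the 914 among them. Without TMM the median gene shifted by 0.46 and 1827 genes were called (1688 higher and 139 lower). PAU24 was at least 34.3-fold higher (adjusted p 0.00174), PAU3 (chromosome III, 307801 to 308175) at least 30.0-fold higher (adjusted p 0.00351) and PBI1 (YPL272C, chromosome XVI, 26611 to 28164) at least 27.4-fold higher (adjusted p 0.00111). HSP30 (YCR021C, chromosome III, 156109 to 157107) changed by −5.08 (SE 0.88, adjusted p 0.0163), EGO4 (YNR034W-A, chromosome XIV, 692561 to 692857) by −5.02 (SE 1.27, adjusted p 0.0402) and PHO5 (YBR093C, chromosome II, 429548 to 430951) by −4.32 (SE 0.42, adjusted p 0.00287). HSP30 and EGO4 did not pass with replicate number as a block, and EGO4 also failed without a filter and in a fit to the compared groups alone. Of the 11 listed genes, edgeR called CYC1 (−1.63, adjusted p 0.0108), WTM1 (−1.24, adjusted p 0.0437) and HEM15 (−0.92, adjusted p 0.0312), and it called none of them in wild type, where 2 of the 11 had an unadjusted p under 0.05 in each assay. With the crossed replicate block CYC1, WTM1 and HEM15 were called in wild type too, in RNA-seq (adjusted p 0.0141, 0.0185 and 3.99e-05) and in footprints (adjusted p 5.24e-05, 2.67e-06 and 0.000536). Of the 158 genes called in wild type, 151 were also called in the deletion strain, all in the same direction. The fold changes of the strains correlated at r = 0.883 over 5308 genes, with a slope of 1.06.

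Gene sets moved with age in both strains. Differences from all genes are given for wild-type RNA-seq, wild-type footprints and deletion footprints in that order, with pairing checks of r = −0.00309, −0.182 and −0.215. The iron regulon was higher by 0.97, 0.93 and 1.08 (30 of 31, 27 of 30 and 28 of 30 genes; camera adjusted p 2.70e-25, 2.23e-20 and 1.86e-15, and 2.99e-22, 9.39e-18 and 6.29e-14 with replicate number as a block). Ribosome biogenesis was higher by 0.64, 0.51 and 0.74 (camera adjusted p 3.82e-07, 8.05e-06 and 2.26e-07, and 4.76e-07, 3.87e-06 and 9.65e-08 with the block). With single libraries left out these differences ran from 0.25 to 1.13, 0.13 to 0.98 and 0.30 to 1.27. Glycolysis genes differed by −0.73, −0.73 and −1.11 (camera adjusted p 0.000102, 3.24e-07 and 3.30e-09). Chaperones differed by −0.67, −0.72 and −0.96 (camera adjusted p 0.000289, 5.41e-05 and 9.43e-06), and cytosolic ribosomal protein genes by −0.62, −0.40 and −0.25 (camera adjusted p 1.39e-17, 8.68e-08 and 0.00839). The last of these values ran from −0.55 to 0.09 when single libraries were left out. Against random lists matched on mean expression, the ribosomal protein values were at percentiles 0, 0.36 and 96.2. In deletion footprints these genes therefore fell less than most lists of similar abundance. These sets also passed with replicate number as a block, at camera adjusted p of 7.31e-05, 2.54e-07 and 7.16e-09 for glycolysis, 0.000374, 4.05e-05 and 1.08e-05 for chaperones, and 1.99e-18, 2.15e-08 and 0.00683 for ribosomal proteins. Mitochondrial ribosomal protein genes differed by −0.08, 0.18 and 0.37 (camera adjusted p 0.264, 0.0284 and 0.000270). Their rise in wild-type footprints did not pass with the crossed replicate block (camera adjusted p 0.0857). Proteasome genes differed by −0.34, −0.27 and −0.40 (camera adjusted p 0.000270, 0.00143 and 0.00136). Against random lists matched on mean expression these proteasome values were at percentiles 2.4, 9 and 4.4, so part of the fall is shared by genes of similar abundance. Histones differed by −0.20, −0.59 and −0.87 (camera adjusted p 0.126, 0.000270 and 2.54e-05). Respiratory chain genes differed by −0.38, −0.12 and −0.24 (1, 12 and 11 of 41 higher; camera adjusted p 0.000418, 0.0485 and 0.0483, and 0.000372, 0.0390 and 0.0384 with the block). The footprint results for that set did not hold under library totals, a mean count filter or a GC offset. Their adjusted p ranges were 0.0169 to 0.107 and 0.00533 to 0.120. When single libraries were left out, the respiratory chain differences ran from −0.59 to −0.14, −0.32 to 0.07 and −0.39 to −0.0039. They were at percentiles 0, 26.4 and 10.8 of random lists matched on mean expression. The footprint values were thus not unusual for genes of similar abundance. No age difference of the Cth2 targets passed (−0.20, −0.08 and −0.14; camera adjusted p 0.215, 0.373 and 0.453, and 0.212, 0.368 and 0.432 with the block).

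Whether age acted differently in the strains was tested as an interaction in ribosome profiling. EdgeR called 0 genes of 5308, with 152 at an unadjusted p under 0.05. With replicate number as a block it called 0, with 102 at an unadjusted p under 0.05, at pairing checks of r = −0.877 in young and 0.00223 in old cells. The crossed replicate block called 185 (19 with a more positive and 166 with a more negative age response in the deletion strain). The naming rule there gave SIR2 (1.75), CSR2 (YPR030W, 1.28) and CIT2 (YCR005C, 1.24), and CIP1 (YPL014W, −2.13), AGA2 (YGL032C, −1.97) and TOS6 (−1.92). Without a block CIT2 had an edgeR adjusted p of 1.0 and CIP1 one of 0.745, with ranges over the alternatives of 1.62e-08 to 1.0 and 4.38e-09 to 1.0. Among the 11 listed genes the interaction ran from −0.80 (CYC1) to 0.23 (SDH4), with 1 at an unadjusted p under 0.05. The crossed replicate block called 2 of them over all genes, WTM1 (−0.59, adjusted p 0.00447) and CYC1 (−0.80, adjusted p 0.0470). As sets, the Cth2 targets (0.01, camera adjusted p 0.872, or 0.860 with replicate number as a block), respiratory chain genes (−0.05, 0.480, or 0.440) and the iron regulon (0.05, 0.810, or 0.774) showed no interaction. Of the 13 sets, 6 others did, and they are treated with their tests among the additional observations.

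Translational efficiency was compared between old and young wild-type cells. EdgeR called 4 genes of 6050, all higher in old cells, with 410 at an unadjusted p under 0.05. By the naming rule they included PBI1 (log2 fold change 6.30, SE 0.83, adjusted p 0.0328), NFT1 (YKR103W, chromosome XI, 653080 to 656736; 5.43, SE 0.53, adjusted p 0.00492) and DAN4 (YJR151C, chromosome X, 712255 to 715740; adjusted p 0.0135). The other was YMR317W (3.73, adjusted p 0.0135), named after its values were seen. Footprints of NFT1 in young cells were 2 and 0 counts against 133 and 103 in old cells, while its mRNA went from 18.8 ± 1.25 to 36.5 ± 1.37 CPM (SD, n = 2). Because the young footprints of PBI1, NFT1 and DAN4 were at or under 3 counts, their ratios have no upper bound from these data. With the lysate as replicate block 411 genes were called, where both assays of a lysate had r = 0.799 in young and 0.232 in old wild type, and with the crossed replicate block 349 (197 higher and 152 lower, the 4 among them). Mitochondrial ribosomal protein genes were higher by 0.25 (51 of 67, camera adjusted p 3.86e-06, or 6.13e-05 with the lysate block). Cytosolic ones were higher by 0.17 (97 genes higher, camera adjusted p 0.00495, or 1.08e-05), which a gene length offset removed (adjusted p 0.565, with a range of 3.30e-11 to 0.565 over the alternatives), and the difference ran from −0.09 to 0.46 when single libraries were left out. PBI1 and DAN4 did not pass in limma voom with a weight per age. The change of TIS11 in translational efficiency was −0.04.

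The 4 comparisons that rest on the single old deletion RNA-seq library have no test. Its age comparison had 1026 genes with an absolute log2 fold change of at least 1 (647 higher and 379 lower), and it correlated at r = 0.819 across genes with the age response of wild-type mRNA and at 0.715 with that of deletion footprints. Old deletion against old wild-type mRNA had 182 such genes (90 higher and 92 lower) and correlated at r = 0.476 with the same comparison in footprints. In it the iron regulon was higher by 0.33, at percentile 100 of matched random lists, and the Cth2 targets by 0.15, at percentile 99.9. Genes with the AU-rich motif were higher by 0.035, at percentile 99.98. Respiratory chain genes differed by −0.08, at percentile 22.1, and mitochondrial ribosomal protein genes by −0.04. Cytosolic ribosomal protein genes differed by −0.28 (3 genes higher, percentile 0) in this mRNA comparison and by 0.27 (percentile 100) in translational efficiency, against 0.00 in old footprints. Across genes, the mRNA and efficiency differences correlated with gene length (rho 0.303 and −0.243). The random lists were matched on expression only and no length offset was fitted, so an effect of length was not separated. Translational efficiency had 993 such genes for age in the deletion strain (560 higher and 433 lower) and 453 for strain in old cells (221 higher and 232 lower).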

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

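All tests in this part were chosen after the results they concern were seen, except thinning to equal depth.

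The age response of 6 gene sets differed between the strains in ribosome profiling, by a test of the difference itself (camera on the interaction). These sets stood out because the same contrast, old against young, gave a different size in each strain. The difference, deletion minus wild type and relative to all genes, was 0.17 for cytosolic ribosomal protein genes (110 genes more positive, camera adjusted p 0.00233) and 0.20 for mitochondrial ones (49 of 66, 0.000130). It was 0.21 for ribosome biogenesis (95 of 111, camera adjusted p 0.000990), −0.26 for glycolysis (1 of 21, 0.000270), −0.31 for chaperones (6 of 26, 0.0134) and −0.20 for histones (1 of 10, 0.0108). Each contrast rests on 2 libraries per group.

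Technical explanations were tested on these 6 sets. Library depth alone is unlikely to account for all of them: after every footprint library was thinned to 1629345 counts, the smallest total, 4 of the 6 kept a camera adjusted p under 0.05. The mitochondrial ribosome (0.17, camera adjusted p 0.0610) and chaperones (−0.28, 0.0530) did not, although their differences hardly moved, and thinning also weakens the test. With a gene length offset 5 of 6 passed, the exception being cytosolic ribosomal proteins (0.0572). With a GC offset 6 passed, and with the crossed pairing of young cultures 6 passed. Against random lists matched on mean expression the histone interaction was at percentile 5.52, the least extreme of the 6. Chaperones were at 0.05, glycolysis at 1.375, and both ribosome sets and ribosome biogenesis at 100. Replicate number as a block, at pairing checks of r = −0.877 in young and 0.00223 in old cells, gave camera adjusted p-values of 0.00199 (cytosolic ribosome), 0.000126 (mitochondrial ribosome), 0.00138 (ribosome biogenesis), 0.000226 (glycolysis), 0.0114 (chaperones) and 0.0128 (histones).

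Whether a single library of 2 in a group gave these differences was tested in 2 ways. Without a block, 3 of the 6 sets changed direction when one library was left out. Over the 8 fits that each left out 1 library, cytosolic ribosomal proteins ran from −0.12 to 0.50, ribosome biogenesis from −0.27 to 0.77 and chaperones from −0.62 to 0.06. The other 3 kept their direction in those 8 fits: 0.13 to 0.25 for the mitochondrial ribosome, −0.40 to −0.15 for glycolysis and −0.32 to −0.10 for histones. Leaving out a young library also unbalances the 2 culture pairs, so these fits cannot tell a single library from the difference between cultures. In the second way one old library was left out of the fit with the crossed block, or one whole young culture pair was left out, and 0 of the 6 sets changed direction. Those 6 fits gave 0.07 to 0.25 for cytosolic ribosomal proteins, 0.16 to 0.28 for mitochondrial ones, 0.09 to 0.31 for ribosome biogenesis, −0.40 to −0.19 for glycolysis, −0.43 to −0.18 for chaperones and −0.32 to −0.11 for histones. One old library or one young culture pair is therefore unlikely to account for the directions (0 of 6), but the pairs were found in these data and are not in the labels. A single young library was not separated from its pair. The camera p-values may be too small because a shared growth program makes the genes of a set vary together. For cytosolic ribosomal proteins the strain difference was −0.17 in young and 0.001 in old footprints, so relative to all genes that interaction lies in the young libraries. Against random lists matched on mean expression the young value was at percentile 0 and the old one at 99.98. Relative to genes of similar abundance, the old libraries therefore contribute too. An altered age response without Cth2 is a hypothesis only, found and tested on the same data.

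The deleted gene had counts above the floor of 3 in 2 deletion libraries. The old deletion RNA-seq library had 11 counts of TIS11 and the old deletion footprint library 2 had 17, where a complete deletion would give none. Old deletion footprint library 1 had 2. These counts came up because they are signal in a gene that the deletion strain lacks. Relative to wild type of the same age and assay, old deletion libraries kept 4.79% of the level in RNA-seq (1 library) and 2.99% in footprints, where the 2 libraries were unequal at 1.05 and 5.33 CPM. Young deletion libraries were at or under the floor, so they give bounds only (at least 8.64-fold and 11.7-fold lower). Reads or cells carried over from wild type could give part of these counts, with 4.79% the higher of the 2 shares. For old footprint library 2, PRY2, which is low there for a reason not known, sets a limit. PRY2 kept 2.19% of its level in old wild-type footprints, less than the share kept by TIS11 in that library. At that limit carry-over would give at most 7.45 of the 17 counts. For the RNA-seq library no such limit is available. A limit from 1 gene in 1 library leaves carry-over as the only source open. Under the crossed replicate block TIS11 footprints rose with age by 3.1 (SE 0.72) in the deletion strain and 3.2 in wild type. A similar rise would go with carry-over, but the young deletion counts were at or under the floor. Sequence left at the locus and reads assigned to the wrong gene were not tested, and positions of reads within the gene were not analysed here. No biological explanation was tested.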

How the results depend on the processing

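The crossed replicate block, limma voom with a weight per age, the offsets for gene length and GC content and their combinations were chosen only after the results were seen. The other alternatives were fixed before the data were examined. For the changed results below, the cause was not tested, except where a value is given that bears on it.

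The counts of genes called depended on how the spread between libraries was modelled. The crossed replicate block, in the order RNA-seq wild-type age, young strain, footprint wild-type age, deletion age, young strain, old strain, interaction and translational efficiency with age, gave 2119, 23, 2297, 2811, 51, 411, 185 and 349 genes. Without a block the counts were 57, 0, 158, 914, 0, 0, 0 and 4. Adding a gene length offset to the crossed block gave 2137, 18, 2345, 2834, 73, 442, 201 and 316, and adding a GC offset gave 2089, 6, 2348, 2830, 63, 421, 196 and 399. The 6 genes in young RNA-seq were MTH1, TIS11, PCL1, MTC7, HXT4 and HSP12, named after their values were seen. The crossed block removes the difference between young cultures, which has r = −0.749 and −0.877 between strains by number. One simulation had a difference of that kind and a low remaining spread. There the crossed block recovered 100.0% of changed genes for wild-type age in RNA-seq, against 10.5% without a block. For strain in old footprints it recovered 98.0%, against 55.5%. That difference was built into the simulated counts, so they do not test the pairing, which was chosen from the data.

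Replicate number as a block gave 0 genes for wild-type age in RNA-seq (852 at an unadjusted p under 0.05), 46 in footprints and 252 in the deletion strain. As the lysate, it gave 411 genes for translational efficiency with age and 4 for strain in young cells. Restricting the fit to the compared groups gave 91, 74 and 164 genes for the 3 age comparisons in the order above and 323 for strain in old footprints, and that setting cannot be applied to the interaction. Limma voom gave 115 genes for wild-type age in RNA-seq, 71 for strain in old footprints and 1 (NFT1) for translational efficiency.

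Library totals without TMM gave 212, 691 and 1827 genes for the 3 age comparisons, at median shifts of 0.31, 0.34 and 0.46, so directions were read relative to the median gene. They gave 1562 genes past an absolute log2 fold change of 1 for age in deletion RNA-seq, which has 1 old library. The DESeq2 test gave 260 and 316 genes for wild-type age in RNA-seq and footprints. It gave 1 gene for strain in young footprints (TIS11), 22 in old footprints, 4 for the interaction (YDR222W, SVS1, CIP1 and PRY3) and 20 for translational efficiency with age. A mean count of at least 50 gave 7 genes for translational efficiency. For the single-library comparisons it gave 674 (age, RNA-seq), 38 (strain, RNA-seq), 436 (age, efficiency) and 80 (strain, efficiency) genes. Without a filter strain gave 608 and 941, and the correlation of the age response between strains fell to 0.579. Counts per gene limit these untested comparisons: for strain, 38, 182 and 608 genes passed in RNA-seq, and 80, 453 and 941 in efficiency, with the strictest filter first and no filter last.

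Directions of gene sets were mostly kept. Respiratory chain genes passed with the crossed block and length offset in young RNA-seq (0.10, adjusted p 0.00841, range 0.00841 to 0.823) and young footprints (0.079, adjusted p 0.0412, range 0.0412 to 0.832). The Cth2 targets passed in old footprints with a mean count of at least 50 (0.10, adjusted p 0.0445) and with the crossed block and GC offset (0.12, adjusted p 0.0392), over a range of 0.0392 to 0.109. Mitochondrial ribosomal protein genes reversed under the length offset, alone and with the crossed block. They went to 0.011 and 0.016 in young RNA-seq, 0.0062 and 0.0065 in young footprints, and 0.035 and 0.016 with age in wild-type RNA-seq. The interaction of the Cth2 targets reversed to −0.0047 with replicate number as a block and −0.0010 with the crossed block and length offset. That of the iron regulon reversed to −0.0057 with replicate number as a block. Translational efficiency of TIS11 with age reversed to 0.0083 with the lysate block and to 0.041, 0.013 and 0.077 with the crossed block alone, with length and with GC offsets. In all, gene sets had 4 stronger, 14 weaker and 9 reversed results, and named genes had 48 stronger, 18 weaker and 4 reversed. The reversals listed above are among these.

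Leaving out 1 library at a time gave these ranges. The called genes that kept their direction and an absolute log2 fold change of 1 numbered 57 to 57 of 57 (RNA-seq wild-type age), 109 to 113 of 115 (footprints), 397 to 451 of 477 (deletion) and 4 to 4 of 4 (efficiency). The comparisons with 0 calls have no such range. The single-library comparisons had 1046 to 1285 (age, RNA-seq), 211 to 232 (strain, RNA-seq), 1022 to 1297 (age, efficiency) and 451 to 579 (strain, efficiency) genes. The correlation of age responses ran from 0.730 to 0.871. In young RNA-seq, young footprints and old footprints, the Cth2 targets ran from 0.02 to 0.20, 0.01 to 0.37 and 0.07 to 0.12. Respiratory chain genes ran from −0.20 to 0.27, −0.23 to 0.28 and −0.14 to 0.06, and the iron regulon from 0.14 to 0.26, 0.13 to 0.32 and 0.23 to 0.45. Genes with the AU-rich motif ran from −0.01 to 0.03, −0.03 to 0.06 and 0.02 to 0.03. With age, sets that changed sign were cytosolic ribosomal protein genes in deletion footprints (−0.55 to 0.09) and translational efficiency (−0.09 to 0.46), respiratory chain genes in wild-type footprints (−0.32 to 0.07) and the Cth2 targets in deletion footprints (−0.15 to 0.04). Reversals among named genes were TIS11 in translational efficiency (−0.55 to 0.56), CCP1 in young RNA-seq (−0.011 to 0.58) and young footprints (−0.0051 to 0.84) and ISF1 (−0.54 to 2.96). Leaving out a young library also breaks up the culture pairs. Young footprints of CCP1 were higher in the deletion strain in both crossed pairs (514 against 363 CPM, and 293 against 226 CPM). Of the other values with a library left out, 9 for gene sets and 42 for named genes moved by more than the spread between replicates.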

Other observations

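Of the tests in this part, the correlation of the age response with the difference between young cultures and the chromosome medians were fixed beforehand, and the others were chosen after the result was seen. The marker lists and the thresholds for silent mRNAs and for PRY2 were also set after the values were seen.

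The pair of libraries in each young group differed in the same way in all 4 young groups. Wild-type library 1 and deletion library 2 are taken here as one culture pair, and the remaining young libraries as the other. In the first pair ribosome biogenesis genes were lower by −0.86, −1.22, −0.81 and −0.93 (wild-type RNA-seq, deletion RNA-seq, wild-type footprints, deletion footprints). Chaperones were higher by 0.64, 0.30, 0.71 and 0.56, and respiratory chain genes by 0.43, 0.47, 0.46 and 0.46. HXT6 was higher by 4.79, 4.89, 3.73 and 4.31 on the log2 scale and HSP26 by 2.90, 2.29, 2.77 and 2.69. HXT7 was higher by less than HXT6, at 2.18, 2.29, 2.07 and 1.91. A growth state nearer to glucose exhaustion in one pair is a candidate explanation. The 4 of 4 young groups with both changes do not test it, because the pairs were assigned from the correlation of these same libraries. Both assays of a number share a lysate, so the 4 groups are 2 independent ones. Depth is unlikely, since the first pair was the shallower in only 2 of 4 groups. Swapped strain labels are unlikely, since the lowest count of TIS11 in a young wild-type library was 28 and the highest in a young deletion library was 3. The date or culture of each library is not in the labels, so the growth state itself could not be checked.

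The same growth state may account for part of the age response. Across genes the correlation between the age response and the difference between young cultures, taken from the other strain, was −0.228 and −0.216 in RNA-seq and −0.249 and −0.239 in ribosome profiling, negative each time. The largest in size, −0.249, was under the 0.5 in size that had been set for a shared cause.

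The iron regulon, higher in the deletion strain, did not depend on a single library pair: 0 of 14 pairs had a negative difference. The pairs share libraries and lysates, so they are not 14 independent tests. Gene length and GC offsets left it past the threshold in the 3 replicated strain comparisons, with adjusted p-values over all alternatives between 5.38e-06 and 0.000285, 2.09e-07 and 3.72e-05, and 4.10e-07 and 6.60e-06. A lower iron supply or stronger Aft1 activity without Cth2 is one hypothesis, and iron was not measured here.

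Genes of daughter cells and of the G1 to S transition were lower in old deletion footprints. The daughter list differed by −1.03 (0 higher, 11 lower) and the G1/S list by −0.69 (4 higher, 14 lower), at percentile 0 of matched random lists, and the G2/M list by −0.10. In the single old RNA-seq library the daughter and G1/S lists differed by −0.67 and −0.48 and the G2/M list by 0.22 (12 higher, 1 lower, percentile 99.5). In young RNA-seq the G1/S list was already lower, by −0.24 (3 higher, 15 lower), and the daughter and G2/M lists by −0.09 and −0.11. In young footprints the G1/S list differed by −0.08 (6 higher, 12 lower, percentile 6.97) and the daughter list by 0.10 (6 higher, 5 lower). A different share of daughter cells or of cell-cycle stages in the preparations could give the lower values in old footprints. The percentile of 0 cannot separate that from an effect of the deletion.

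A list of 14 anaerobic genes was higher in old cells by 1.49 (wild-type RNA-seq), 1.63 (wild-type footprints) and 1.48 (deletion footprints), at percentile 100. Old cells also grew for 30 h before isolation, so the culture conditions of the 30 h culture, such as low oxygen, might give the same change. The percentile of 100 cannot tell age and culture time apart.

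Some genes had mRNA but almost no footprints in young cells. In wild type 194 genes had at least 30 mRNA counts and at most 3 footprint counts in young cells, and 5 of these had at least 30 footprints in each old library (FRE5, PBI1, MLO1, DAN4 and NFT1). By the same thresholds 0 of the 5 repeated this in the deletion strain. By a looser rule, with at least 15 mRNA counts and at most 12 footprints in young libraries and at least 4 times as many footprints in old ones, 4 of the 5 did, all but FRE5. Chance among many genes cannot be judged from this, because the rule was set after the counts were seen. RNA reads from an overlapping gene remain possible, although 0 of the 5 overlap an annotated gene, because unannotated or antisense transcripts were not tested.

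SIR2 (YDL042C, chromosome IV, 376757 to 378445, minus strand) was lower in young deletion footprints, at 7.64 ± 5.70 CPM (SD, n = 2) against 20.8 ± 11.9 CPM (SD, n = 2) in wild type. In edgeR the log2 fold change was −1.55 (adjusted p 1.0) without a block and −1.50 (adjusted p 0.000418) with the crossed replicate block, with a range of 0.000120 to 1.0 over the alternatives. In RNA-seq it was −0.89. In footprints an effect of the deletion at every age is unlikely, since the value in old cells was 0.25. In mRNA the single old deletion library was lower, at 32.3 CPM against 41.5 ± 4.36 CPM (SD, n = 2) in wild type. Footprints of young libraries ranged from −2.52 to −0.83 with single libraries left out.

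PRY2 (YKR013W, chromosome XI, 463959 to 464948, plus strand) was low in the deletion libraries numbered 2. Footprints were 556 and 11 counts in young and 353 and 32 in old deletion libraries 1 and 2, and mRNA was 342 and 100 counts in young ones. PRY2 was the 1 of 4335 genes with a difference of at least 3 on the log2 scale in one direction at both ages in the deletion strain, against 0 in wild type. Scatter between libraries cannot be judged from this, because that threshold was set after PRY2 was seen. The replicate difference was 4.51 larger in footprints than in mRNA. A sequence variant carried by one culture of the deletion strain is a candidate explanation that cannot be tested without reads.

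No chromosome passed the threshold for a gain or loss: the largest shift reached by every library of a group was 0.17, under the threshold of 0.3. It came from the single old deletion RNA-seq library, and the largest in a group of 2 libraries was 0.13. Smaller shifts recurred in old libraries. Chromosome XII was higher by 0.17, 0.13 and 0.17 in old RNA-seq libraries, and chromosome III by 0.10 to 0.15 in old footprint libraries. A gain in part of the cells is therefore left open. URA3 had 0 to 1 counts and LYS2 0 to 2 in the 15 libraries, while HIS3 had 262 to 783, LEU2 326 to 798, TRP1 40 to 214, ADE2 396 to 1868 and MET17 558 to 4643. The 4 neighbours of TIS11 (PDC5, SLX4, RKM5 and NHA1) gave 0 with an absolute log2 fold change of at least 1 in one direction in the 3 strain comparisons, which leaves smaller effects of the deletion cassette open. PDC5 was higher in all 3, by 0.40 (p 0.0808) in young RNA-seq, 0.75 (p 0.00960) in young footprints and 0.56 (p 0.0201) in old footprints, with no call. RKM5 was lower by −1.20 in young and −0.74 in old footprints and higher by 0.20 in young RNA-seq, with no call.

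UBC9 and CDC20, which the enrichment program recombines in daughter cells, changed by log2 fold changes of 0.76 and −0.11 in mRNA from young to old wild type. Footprints of CDC20 rose by 0.88 in wild type and 0.63 in the deletion strain, and UBC9 footprints went from 25.8 to 35.7 CPM in wild type. In the deletion strain UBC9 went from 33.1 to 32.3 CPM in mRNA (1 old library) and changed by a log2 fold change of 0.13 in footprints. The higher mRNA value in wild type, 0.76 for UBC9, cannot tell whether daughter cells were carried over, because the recombined alleles were not separated in the counts.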
